A study of Mus musculus with 12 samples. Its data were reported in "Chromatin accessibility promotes hematopoietic and leukemia stem cell activity" (2020).

How the data were processed

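Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in mouse bone marrow progenitors immortalized with an estrogen receptor-HoxB8 fusion protein. Estradiol in the medium switches the fusion on, so that taking it away lets the cultures mature. Wild-type cultures were compared with HMGN1-OE cultures, which carry extra HMGN1, a protein that binds nucleosomes. Cells were taken at 0 h (with estradiol) and at 96 h after estradiol withdrawal, with 3 libraries in each of the 4 groups and 12 libraries in all. The study's description calls the replicates biologically independent. How many immortalized lines were made per genotype is not given in the study's methods. The p-values for genotype below thus rest on the spread between libraries of a group. They cannot separate genotype from the source of cells. Groups and replicate numbers were taken from the sample titles.

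The deposited values were RPKM, that is, reads in a peak divided by its width and by the size of the library, computed by the authors. According to the study's methods, libraries were made with the Omni-ATAC protocol, and the ChiLin pipeline with the aligner BWA and the peak caller MACS was used. The mouse genome build, mm9, is named in the submitters' processing notes. How peaks of different libraries were merged, what threshold was applied, whether read ends were shifted for the transposase and how duplicate reads were treated are not given in the sources used here. The table held 60072 peaks with a median width of 430 bp (159 to 6398 bp), which covered 30.5 Mb. Peak positions are given 1-based on mm9.

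RPKM multiplied by peak width gave whole multiples of a single step in each library. With a tolerance of 0.001 reads, 100.0% of values in every library came out as whole reads, so that reads per peak and library totals were recovered. A library total here is the size by which the RPKM values had been divided. Which reads that size counts was not tested. Library totals ranged from 21581528 to 35560463 reads, of which 24.7% to 50.0% lay in the listed peaks. A single library's share of reads in peaks had a Wilson 95% interval of at most ± 0.02 percentage points, which covers counting error only. The 5 peaks with 0 in every library, 2 on the mitochondrial genome and 3 on chromosome Y, were never tested.

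The design fixed before the data were examined assumed a table of read counts and named a count model. As the deposited unit was RPKM, the fallback named in that design was used: limma 3.58.1 in R 4.3.3 with a mean-variance trend and robust empirical Bayes moderation, on log2(RPKM + 1). A fold change on this scale understates the change of peaks with low values. Libraries were scaled by trimmed mean of M values (TMM; 30% trimmed on the ratio and 5% on the level), computed on the recovered reads, and the resulting values are called scaled RPKM. Peaks were kept when at least 3 libraries reached the equivalent of 10 reads in the median library and the peak had at least 15 reads in all, which left 57576 peaks and removed 2496. All 12 libraries entered a single fit with 4 group means and no block for replicate number. Benjamini-Hochberg adjusted p-values were taken over all tested peaks, two-sided, and a peak was called at an adjusted p under 0.05. Measures with a single value per library were compared by exact permutation tests, whose smallest two-sided p with 3 libraries against 3 is 0.1. Figures were drawn with matplotlib 3.10.9.

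TMM assumes that most peaks do not change and so cannot show a shift of all peaks together. The same fit was therefore also made on the RPKM values as deposited, which are scaled to the recovered library totals, and with median-ratio (RLE) size factors. Scaling to the reads in peaks, and dividing the wild-type libraries at 96 h between 2 comparisons that share them, were added after seeing the data. Also tried were limma-voom on the recovered reads, a loess offset, other filters and pseudocounts, a fit of only the groups compared, a replicate block and leaving out each library in turn. An offset for GC content was not run because no genome of the build was used here.

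The named peaks followed a rule fixed before the data were examined. Among called peaks whose 3 libraries of one group all lay above the 3 of the other (10% of unchanged peaks do so by chance in a given pair of groups) and whose mean level exceeded the median of tested peaks, the 10 largest log2 fold changes in each direction were taken, with at most 1 per 200 kb window. For the interaction, the 5 largest each way were taken without the first condition. The largest 3 in each direction are given with their values in the groups compared. Gene lists and single genes planned beforehand were not tested, because they need an annotation of mm9 and the gene table used here describes GRCm38. Peaks are therefore given by position, with no statement on the gene, exon or intron they lie in.

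The position of each library on the differentiation axis was its projection on the difference between the wild-type 96 h and 0 h means over peaks called in wild-type cells, where 0 is the mean of wild-type libraries at 0 h and 1 their mean at 96 h. Wild-type libraries were also placed with that library left out of the axis. Called peaks were counted per chromosome and per 200 kb window and set against 1000 permutations of the calls over peaks.

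The fit was tested on simulated data for HMGN1-OE against wild-type at 0 h, with 57576 peaks at their real levels and library sizes. All peaks but the planted ones were simulated without a genotype effect. Of 50 peaks planted at each size, 42 were recovered at a 4-fold change, 25 at 2-fold, 3 at 1.5-fold and 1 at 1.25-fold, with 2 false calls. In the real comparison 23.1% of peaks were called, which makes the adjusted threshold less strict. The simulated recovery therefore does not give the sensitivity of the real comparison.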

Results

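Accessible chromatin was profiled by ATAC-seq before and 96 h after estradiol withdrawal in both genotypes, with 3 libraries per group. Library totals were 30667608 to 34667133 reads for wild-type and 24407267 to 28181229 for HMGN1-OE at 0 h. At 96 h they were 21581528 to 27542241 reads for wild-type and 31047300 to 35560463 for HMGN1-OE. Replicates of a group correlated across peaks with Pearson r of 0.955 to 0.971. No pair of replicates agreed within sampling noise, and the chi-square per degree of freedom between replicates was 1.96 to 4.62. The leading principal component held 72.2% of the variance and separated 0 h from 96 h, and the next, with 9.1%, separated wild-type from HMGN1-OE at 96 h and at 0 h.

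The share of reads that fell in peaks was compared between the groups before single peaks. At 0 h this share was 41.7% ± 1.9 (SD, n = 3) in HMGN1-OE and 37.7% ± 2.1 (SD, n = 3) in wild-type libraries. At 96 h it was 27.6% ± 2.5 (SD, n = 3) in HMGN1-OE and 41.6% ± 7.6 (SD, n = 3) in wild-type libraries. The HMGN1-OE libraries lay entirely above the wild-type libraries at 0 h and entirely below them at 96 h, and the exact two-sided permutation p was 0.1 for each, the smallest that 3 libraries against 3 can give (adjusted over 8 comparisons, 0.114). Wild-type replicate 1 at 96 h stood apart from its group with 50.0%, against 39.7% and 35.1%. Between 0 h and 96 h the share differed by -14.1 percentage points in HMGN1-OE (exact permutation p = 0.1) and by 3.9 in wild-type cells (exact permutation p = 0.5). The wild-type difference rested on replicate 1 at 96 h: without it the mean at 96 h was 37.4%, against 37.7% at 0 h.

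**Figure D1:**
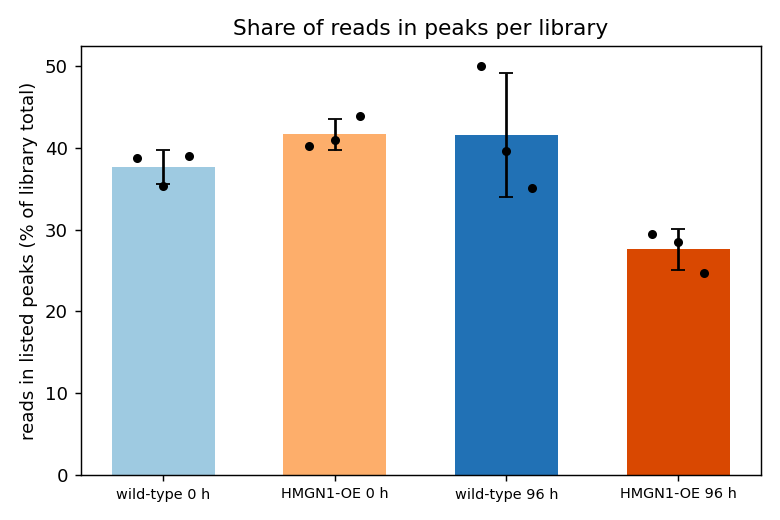
Reads in the listed peaks as a percentage of the library total (y axis) for the 4 groups (x axis). Bars are means of 3 libraries, error bars are SD and points are libraries; HMGN1-OE at 96 h has the lowest mean, 27.6%.

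To find which regions differ between the genotypes in undifferentiated progenitors, HMGN1-OE was compared with wild-type at 0 h. On the log2(RPKM + 1) scale, the most negative change was that of a peak on chromosome 7 at 29478407 to 29479014, with 64.41 ± 8.58 scaled RPKM (SD, n = 3) in wild-type and 2.12 ± 0.11 in HMGN1-OE libraries (log2 fold change -4.38, SE 0.10, limma adjusted p = 2.09e-16). A peak on chromosome 19 at 23047965 to 23048542 stood at 22.77 ± 2.54 in wild-type and 0.44 ± 0.40 in HMGN1-OE cells (log2 fold change -4.07, SE 0.17). A peak on chromosome 16 at 49952051 to 49952654 stood at 28.20 ± 1.13 and 0.79 ± 0.46 (log2 fold change -4.06, SE 0.17). The ratio of the group means, without the added 1, was larger for both of these than for the chromosome 7 peak. In the other direction, a peak on chromosome 15 at 93967957 to 93968647 rose from 0.56 ± 0.13 in wild-type to 19.07 ± 2.17 in HMGN1-OE cells (log2 fold change 3.68, SE 0.18). Peaks on chromosome 12 at 26829959 to 26830714 (0.40 ± 0.13 against 14.97 ± 0.25) and on chromosome 7 at 18987953 to 18988666 (0.34 ± 0.13 against 12.55 ± 1.04) were likewise nearly closed in wild-type and open in HMGN1-OE cells. All 6 were called in the same direction under every scaling.

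**Figure D2:**
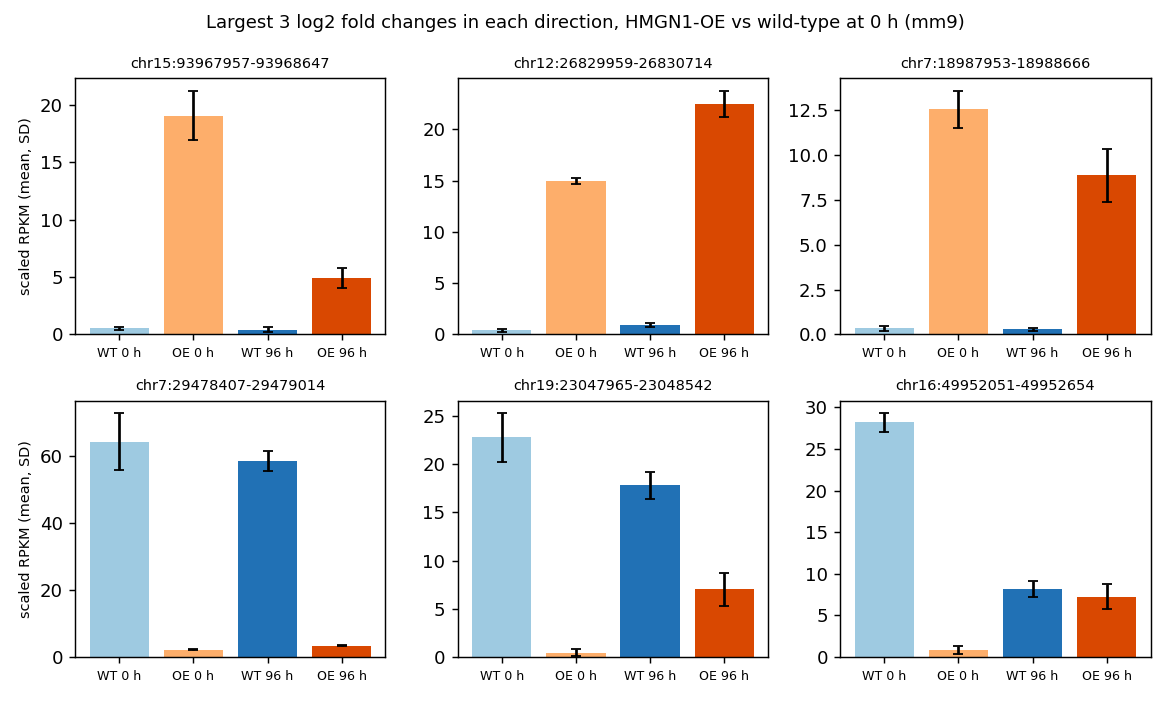
Scaled RPKM (y axis) of the 3 peaks with the largest positive and the 3 with the most negative log2 fold changes between the genotypes at 0 h, in the 4 groups (x axis; WT, wild-type; OE, HMGN1-OE). Bars are means of 3 libraries and error bars are SD; the peak on chromosome 7 at 29478407 falls from 64.41 in wild-type to 2.12 in HMGN1-OE cells at 0 h.

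Of 57576 tested peaks, 5011 were higher and 8276 lower in HMGN1-OE than in wild-type cells at 0 h, so that 37.7% of calls were higher. This balance depended on the scaling. On the RPKM as deposited, relative to the library total, 8159 peaks were higher and 1502 lower, and 84.5% of calls were higher. Over all tested peaks, 47.2% lay above 0 with a median log2 fold change of -0.03 after TMM scaling, and 70.7% with a median of 0.21 as deposited. The 5011 higher peaks and 1491 lower peaks were called under all 4 scalings tried, whereas the other lower calls were lost under at least 1 scaling.

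**Figure D3:**
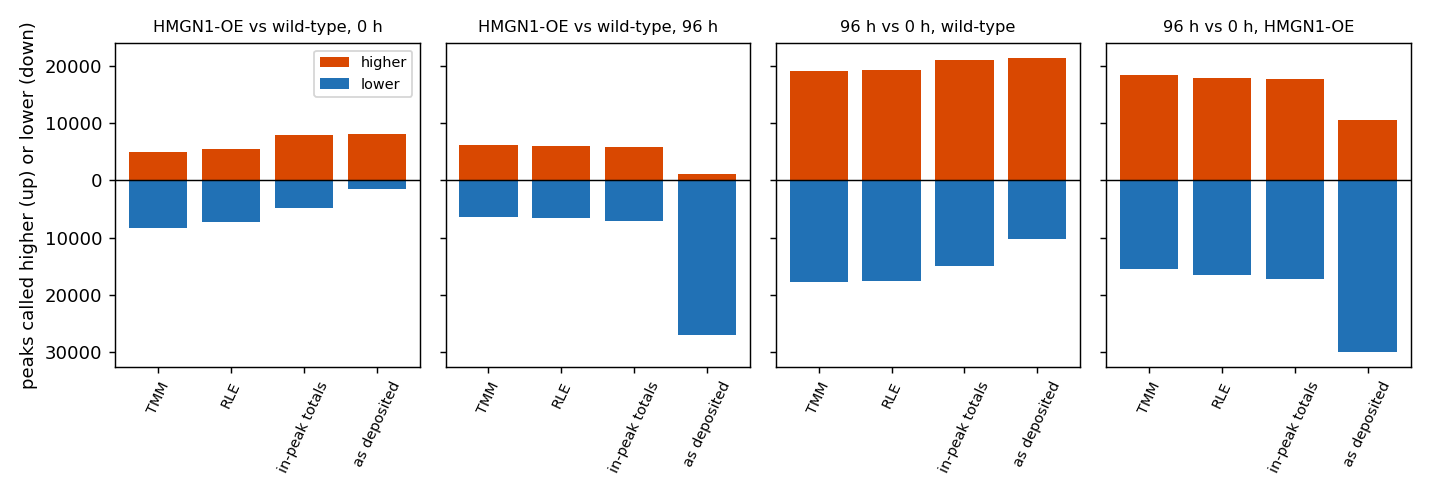
Number of peaks called higher (upwards) or lower (downwards) at an adjusted p under 0.05 in 4 comparisons (panels) under 4 scalings (x axis). As deposited, 8159 peaks are higher and 1502 lower in HMGN1-OE at 0 h, and 1161 are higher and 27013 lower at 96 h.

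Called peaks at 0 h were unevenly spread over 200 kb windows, more so for higher than for lower peaks. Windows with at least 3 higher peaks numbered 507 against 358 in permutations of the calls, and windows with at least 3 lower peaks 949 against 963. In the window on chromosome 5 from 36200001 to 36400000, 14 of 16 peaks were higher in HMGN1-OE cells against a mean of 1.46 in permutations, and the median log2 fold change over the window was 1.04 (1.25 as deposited). On chromosome 1 from 183200001 to 183400000, 9 of 12 peaks were higher, with a median of 0.85 (1.07 as deposited). On chromosome 9 from 3000001 to 3200000, all 21 peaks were lower, with a median of -0.93 (-0.63 as deposited). Of 8405 windows, 1 held more higher peaks than any window of the permutations (the one on chromosome 5), and 1 held more lower peaks (the one on chromosome 9). Over all windows, the sum of squared counts was 1.30 times its permuted mean for higher and 1.10 times for lower peaks (permutation p = 0.001 for each, the smallest that 1000 permutations can give). Over whole chromosomes, none of 80 counts of calls (both directions, 0 h and 96 h) passed the threshold after adjustment. The smallest adjusted p was 0.053 (permutation test). The smallest p that these permutations could give was 0.002 before adjustment, so a single chromosome count could not pass and the test does not decide. Chromosome X at 0 h held 62 higher peaks against a permuted mean of 104, and 207 lower peaks against 172.

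The same comparison at 96 h asks whether the genotypes still differ once wild-type cells have differentiated. The chromosome 7 peak at 29478407 again had the most negative change on the log2(RPKM + 1) scale, with 58.58 ± 3.09 scaled RPKM in wild-type and 3.33 ± 0.16 in HMGN1-OE libraries (SD, n = 3; log2 fold change -3.78, SE 0.10, limma adjusted p = 3.66e-15). Peaks on chromosome 1 at 186134055 to 186134696 (18.18 ± 1.11 against 0.56 ± 0.10) and on chromosome 8 at 92187762 to 92188292 (29.50 ± 1.75 against 2.15 ± 0.90) were also lower in HMGN1-OE cells, and the ratio of the group means was larger for the chromosome 1 peak than for the chromosome 7 peak. The chromosome 12 peak at 26829959 stood at 0.94 ± 0.21 in wild-type and 22.52 ± 1.27 in HMGN1-OE cells (log2 fold change 3.60, SE 0.15). Peaks on chromosome 8 at 81551924 to 81552232 (1.50 ± 1.01 against 21.58 ± 0.89) and on chromosome 4 at 41707154 to 41707533 (0.83 ± 0.38 against 14.04 ± 2.22) were higher too. In the window on chromosome 5 from 15000001 to 15200000, all 21 peaks were higher (median log2 fold change 1.30, 0.89 as deposited). In the window on chromosome 9 from 3000001 to 3200000, which was lower at 0 h, 20 of 21 peaks were higher at 96 h (median 0.85, 0.25 as deposited). The repeat content of these and the other windows named was not tested.

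At 96 h, 6195 peaks were higher and 6431 lower in HMGN1-OE cells, so that 49.1% of calls were higher. As deposited, 1161 peaks were higher and 27013 lower, and 4.1% of calls were higher. Of all tested peaks, 51.8% lay above 0 with a median log2 fold change of 0.02, against 16.5% and a median of -0.48 as deposited. Under all 4 scalings, 1161 peaks were higher and 6403 lower.

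Genotype differences were partly carried by the same peaks at both times. Across 57576 peaks, which are not independent replicates, the log2 fold changes at 0 h and 96 h, which share no library, correlated with Pearson r of 0.33 and Spearman rho of 0.24. Of the peaks higher in HMGN1-OE, 1552 were called at both times, against 539 for independent lists, and of the lower peaks 1440 against 924. Opposite calls were found for 199 peaks that were higher at 0 h and lower at 96 h (560 for independent lists) and 802 that were lower and then higher (890 for independent lists).

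Differentiation of wild-type cells changed most peaks. The peak on chromosome 19 at 29535631 to 29536141 opened from 0.19 ± 0.12 to 29.15 ± 1.72 scaled RPKM (SD, n = 3; log2 fold change 4.66, SE 0.16, limma adjusted p = 3.00e-14). Peaks on chromosome 14 at 70454050 to 70454403 (1.54 ± 0.51 to 37.94 ± 2.73) and on chromosome 19 at 3907956 to 3908167 (1.66 ± 0.36 to 36.25 ± 2.55) opened likewise. The peak on chromosome 4 at 82872998 to 82873768 closed from 31.14 ± 2.95 to 0.22 ± 0.10 (log2 fold change -4.72, SE 0.15). Peaks on chromosome 7 at 90865629 to 90866321 (47.82 ± 5.29 to 1.20 ± 0.69) and on chromosome 5 at 118944710 to 118945675 (72.04 ± 5.84 to 2.33 ± 0.51) also closed. In all, 19125 peaks rose and 17703 fell, so that 51.9% of calls were higher. As deposited, 21363 rose and 10229 fell (67.6% higher). As 64.0% of peaks were called, the assumption of TMM that most peaks do not change was not met. The near-even balance may thus stem from the scaling.

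HMGN1-OE cells were compared over the same interval. The peak on chromosome 10 at 17211353 to 17212035 opened from 0.44 ± 0.33 to 31.87 ± 2.18 scaled RPKM (SD, n = 3; log2 fold change 4.54, SE 0.15, limma adjusted p = 1.74e-14). Peaks on chromosome 6 at 52811101 to 52811727 (0.54 ± 0.21 to 33.90 ± 1.12) and on chromosome 13 at 88599157 to 88599644 (0.28 ± 0.08 to 24.60 ± 2.03) opened as well. The peak on chromosome 5 at 150069326 to 150069943 closed from 38.07 ± 2.71 to 0.71 ± 0.18 (log2 fold change -4.51, SE 0.14). The chromosome 4 peak at 82872998, which had the most negative log2 fold change in wild-type cells, fell from 33.18 ± 1.26 to 0.75 ± 0.33, and a peak on chromosome 4 at 142951402 to 142952251 fell from 53.96 ± 2.76 to 1.88 ± 0.28. In all, 18453 peaks rose and 15548 fell, so that 54.3% of calls were higher. As deposited, 10604 rose and 30029 fell (26.1% higher). With 59.1% of peaks called, the same limit of TMM scaling applies to this balance.

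The responses of both genotypes to estradiol withdrawal, which share no library, lay close together. Across peaks their log2 fold changes correlated with Pearson r of 0.86 and Spearman rho of 0.83. Peaks that rose in both numbered 14896 (6130 for independent lists) and peaks that fell in both 11516 (4781 for independent lists). Only 209 peaks rose in wild-type and fell in HMGN1-OE cells, and 464 did the opposite, against 5165 and 5674 for independent lists.

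The size of the response differed between the genotypes at part of the peaks. The interaction test compared the change over 96 h in HMGN1-OE with that in wild-type cells and called 6317 peaks above 0 and 3510 below 0. As deposited, 491 lay above 0 and 26459 below 0, so that the balance of the directions reversed. The peak on chromosome 17 at 24103831 to 24104388 opened in wild-type cells from 1.89 ± 0.54 to 24.17 ± 1.58 scaled RPKM and stood at 1.31 ± 0.16 and 2.93 ± 0.81 in HMGN1-OE cells (SD, n = 3; interaction log2 fold change -2.39, SE 0.26, limma adjusted p = 1.50e-05). On chromosome 9, the peak from 54321938 to 54322363 likewise went from 1.71 ± 0.44 to 14.66 ± 2.23 in wild-type and from 1.75 ± 0.36 to 2.66 ± 0.75 in HMGN1-OE cells. On chromosome 2, the peak at 28446803 to 28447385 stood at 3.14 ± 0.55 and then 8.82 ± 0.93 in wild-type, but at 5.77 ± 0.60 and then 2.92 ± 0.26 in HMGN1-OE cells. Among peaks above 0, the chromosome 16 peak at 49952051 fell from 28.20 ± 1.13 to 8.17 ± 0.98 in wild-type cells and went from 0.79 ± 0.46 to 7.26 ± 1.56 in HMGN1-OE cells (interaction log2 fold change 3.90, SE 0.24). On chromosome 5, the peak at 73762152 to 73762648 went from 18.17 ± 2.04 to 2.91 ± 0.78 and from 5.01 ± 1.26 to 8.47 ± 0.75 in wild-type and HMGN1-OE cells. The chromosome 19 peak at 23047965 went from 22.77 ± 2.54 to 17.79 ± 1.36 in wild-type and from 0.44 ± 0.40 to 7.01 ± 1.68 in HMGN1-OE cells.

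To place HMGN1-OE cells on the path taken by wild-type cells, each library was projected on the wild-type change over 36828 called peaks. HMGN1-OE libraries stood at -0.06 ± 0.01 (SD, n = 3) at 0 h and at 0.79 ± 0.01 (SD, n = 3) at 96 h. Wild-type libraries left out of the axis stood at 0.02 ± 0.02 at 0 h and 0.98 ± 0.04 at 96 h (SD, n = 3). The exact two-sided permutation p was 0.1 at each time, the smallest possible, and every HMGN1-OE library lay below every wild-type library. HMGN1-OE cells at 96 h stood at 0.81 ± 0.02 over peaks that opened and at 0.78 ± 0.01 over peaks that closed in wild-type cells. As deposited, their position was 0.67 ± 0.02.

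**Figure D4:**
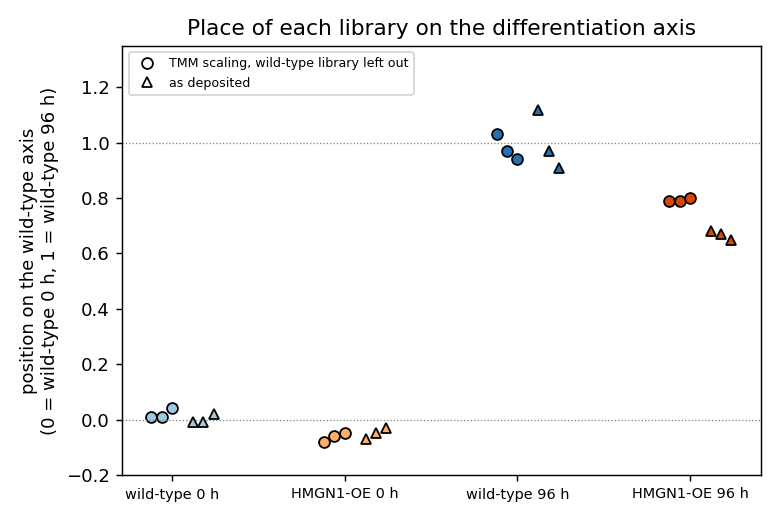
Position of each library on the axis from wild-type 0 h to wild-type 96 h (y axis, no unit) in the 4 groups (x axis). Circles use TMM scaling with wild-type libraries left out of the axis and triangles the values as deposited; HMGN1-OE libraries at 96 h sit between 0.79 and 0.80 after TMM scaling and between 0.65 and 0.68 as deposited.

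Peaks lower in HMGN1-OE at 96 h were often peaks that opened in wild-type cells. Of the 6431 lower peaks, 4738 rose with time in wild-type cells (2136 for independent lists), and of the 6195 higher peaks, 3265 fell with time (1905 for independent lists). These comparisons share the wild-type libraries at 96 h. In groups simulated with no genotype effect, the covariance of the log2 fold changes was -0.0194, whereas the observed covariance was -0.201. When the wild-type libraries at 96 h were divided between the comparisons so that none was shared, the covariance was -0.204 to -0.156 over 6 ways to divide them. The overlaps were then 2.20 to 2.38 times the number for independent lists for lower peaks that rose and 1.58 to 1.82 times for higher peaks that fell, against 2.22 and 1.71 with shared libraries.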

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

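The tests of left-over 0 h cells and of library quality were chosen after the results were seen. So were the shares of distance taken per peak, the ratios with a library left out and the reading of the background test by library. The other tests in this part were fixed before. The change over 96 h differed between wild-type and HMGN1-OE cells by the interaction test at 6317 peaks above 0 and 3510 peaks below 0 (limma, adjusted p under 0.05). Of 200 splits of genotype labels within time points, 100 were drawn, the real one among them. None of the other 99 gave as many as the 9827 calls of the real labels, and the highest gave 3400 (1 of 100 splits gave as many). Mixed splits carry the genotype difference into the spread within groups, which can lower their counts. They test for any genotype difference, so chance is not excluded for the interaction as such. For the comparisons of 3 libraries against 3, only 10 splits exist, too few for a share under 5%. With a fit of only the groups compared, the real split gave 13504 calls at 0 h, 11484 at 96 h, 36581 over time in wild-type and 33894 over time in HMGN1-OE cells, each 1 of 10 splits, and the highest other split gave 0 in each.

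Named peaks with a difference between the genotypes' time courses were picked out by the interaction test. They had been named for extreme changes in a comparison that is part of the interaction, or in the interaction itself. The signs and sizes below are therefore not independent of that choice. Interaction log2 fold changes were 3.90 on chromosome 16 at 49952051, 2.98 on chromosome 5 at 73762152 and 2.82 on chromosome 19 at 23047965. They were 1.23 on chromosome 10 at 17211353, 0.92 on chromosome 6 at 52811101, 0.90 on chromosome 5 at 118944710, 0.81 on chromosome 7 at 90865629, 0.61 on chromosome 13 at 88599157 and 0.60 on chromosome 7 at 29478407, and each of these 6 lost its interaction call under at least 1 of the 4 scalings. Below 0 lay the peaks on chromosome 17 at 24103831 (-2.39), chromosome 9 at 54321938 (-2.14), chromosome 2 at 28446803 (-2.03), chromosome 19 at 29535631 and chromosome 15 at 93967957 (-1.60 each), chromosome 19 at 3907956 (-1.43) and chromosome 5 at 150069326 (-0.84).

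HMGN1-OE libraries at 96 h stood at 0.79 of the wild-type path. If HMGN1-OE cultures were a blend of cells left at the HMGN1-OE 0 h state and cells at the wild-type 96 h state, weights taken from peaks over 5-fold apart in these groups would also give the level of peaks alike in both (within 1.25-fold), whatever the scaling. Those peaks stood at 1.20 times the level so given, with 1.09 to 1.26 over the 3 HMGN1-OE libraries, 4 scalings and 3 minimum levels, whereas blends computed from libraries left out gave 0.94 to 1.05. This argues against such a blend as the whole cause, while a share of left-over cells beside responding cells that differ from wild-type, and a slower response, stay open. The distance of HMGN1-OE at 96 h from wild-type at 96 h was also taken per peak. It was given as a share of the distance from wild-type at 96 h to HMGN1-OE at 0 h. Over peaks where the latter exceeded 2 RPKM, the median share was 31.5% in opened and 13.2% in closed peaks. This gap of 18.3 points was wider under each of the other 3 scalings, up to 84.1 as deposited. These shares were taken on RPKM without the log. On the log2 axis after TMM scaling, HMGN1-OE at 96 h stood at 0.81 ± 0.02 over opened and 0.78 ± 0.01 over closed peaks (SD, n = 3). The gap thus depends on the scale of measurement and does not show that opening lagged behind closing. A least-squares fit planned before gave a gap of -74.1 points after TMM scaling and one of the opposite sign as deposited (62% in opened and -25.2% in closed peaks). It was set aside because 20 very high peaks held 68.3% of its weight in opened peaks. Extra background would raise peaks that stayed low in wild-type cells as much as peaks that closed; the ratio of the median excess was 0.50, with 0.38, 0.39 and 0.75 in the 3 libraries, which leaves background open.

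The share of reads in peaks was lower in HMGN1-OE at 96 h, and this alone moves the deposited RPKM of nearly all peaks down. The largest range within a group at 96 h, 14.9 points among wild-type libraries, was 1.07 times the difference between the genotypes. This rests on the spread of the wild-type libraries: the ratio was 0.49 without replicate 1 (a range of 4.8 points against a difference of -9.8), 0.59 without replicate 3, and at most 1.19 with any other library left out. As quality may also follow the group, a loss of signal across the library and a biological loss of accessibility cannot be told apart here. A global rise at 0 h is equally open, since the 4.0 point difference there compares with a range of 3.7 points within each group.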

How the results depend on the processing

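Scaling to reads in peaks, the requirement of calls under all 4 scalings, the axis and correlation as deposited, and the correlation with libraries left out were chosen after seeing the data. DESeq2 was not run, and limma-voom was the model tried on the recovered reads. A GC offset and the gene list alternatives were not run, as no mm9 genome or annotation was used here. As deposited, the comparison at 0 h gave 8159 higher and 1502 lower peaks, that at 96 h 1161 and 27013, the time course in wild-type 10229 lower, that in HMGN1-OE 10604 higher and 30029 lower, and the interaction 491 above and 26459 below 0. Reads in peaks as the total gave 7936 and 4879 at 0 h and 4013 and 5972 for the interaction. Called under all 4 scalings were 1491 lower at 0 h, 1161 higher at 96 h, 10213 lower in wild-type, 10604 higher in HMGN1-OE over time and 490 above 0 for the interaction. With an absolute log2 fold change of at least 1, counts (higher, lower) were 1042 and 898 at 0 h, 1125 and 1346 at 96 h, 10598 and 5835 in wild-type over time, 10337 and 5581 in HMGN1-OE over time and 1851 and 1342 for the interaction, by construction. The stricter filter, with 37823 peaks, gave 11981 higher over time in HMGN1-OE. All other settings kept each count within 1.5 times.

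The share of peaks higher in HMGN1-OE at 0 h was 47.2%, 49.6% with RLE factors, and turned to 70.7% as deposited and 60.0% with in-peak totals. At 96 h it was 51.8%, 51.0% with RLE factors, and turned to 16.5% and 49.1%; the cause was not tested beyond the share of reads in peaks. The correlation of the genotype effects was 0.33, 0.38 over peaks called at either time, 0.31 in the upper part by level and 0.37 as deposited. The axis position at 96 h was 0.67 as deposited. Clustering of peaks higher at 96 h fell to 1.02 times the permuted mean with 1 Mb windows (permutation p = 0.05).

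Leaving out each library in turn gave shares of 51.4% to 52.0% at 96 h, correlations of 0.30 to 0.33, and axis positions of -0.07 to -0.04 at 0 h and 0.78 to 0.81 at 96 h; no count moved by over 1.5 times, including without wild-type replicate 1 at 96 h. The 30 named results, that is, the 3 largest each way in each of 5 comparisons, all kept their direction and call in each of 17 settings (largest adjusted p = 0.000395).

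Same-numbered libraries did not deviate together (correlations of deviations -0.04 to 0.06), so the numbers were not taken as pairs. With the replicate block, counts were 4963 higher and 8240 lower at 0 h, 6154 and 6323 at 96 h, 19085 and 17714 in wild-type, 18452 and 15581 in HMGN1-OE, and 6282 and 3434 for the interaction; it changed no call among these 30 named results.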

Other observations

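The test of neighbouring peaks in this part was fixed before its result was seen, and that of gathering on chromosomes was chosen after. Some peaks differed widely between the genotypes at both times. Scaled RPKM in HMGN1-OE was under the wild-type value by over 8-fold at both times at 17 peaks, in 15 windows of 200 kb on 7 chromosomes, and the reverse held at 28 peaks in 23 windows on 14 chromosomes. Of the 17 peaks, 5 lay on chromosome 12 and 5 on chromosome 8. If lost DNA segments were the cause, neighbours within 50 kb would be lost too. The median log2 fold change at 0 h of 64 neighbours was -0.14 (quartiles -0.57 to 0.11). Peaks among the 17 were not counted as neighbours, so this median could not show peaks lost together. The kept neighbours argue only against deletions long enough to take them in, and shorter ones stay open. The 38 windows of both sets included 7 on chromosome 8 and 6 each on chromosomes 12 and 2. This gathering was seen before it was tested on the same peaks (permutation p = 0.0058 from 10000 draws), so the test decides nothing on inherited sequence differences between the lines, which were not tested otherwise. By the study's methods the HMGN1-OE mice had been crossed back to C57BL/6 over many generations and their controls came from the same litters. The effect of the transgene itself stays open, since each genotype cannot be separated from its source of cells here.

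Very high peaks held a sizable part of the reads. The 20 highest peaks took 5.20% to 6.41% of reads in peaks at 0 h, 6.17% to 9.92% in wild-type at 96 h and 10.39% to 11.13% in HMGN1-OE at 96 h. The 21 peaks on chromosome 9 from 3000001 to 3200000 stood at 89.5 ± 12.3 scaled RPKM in wild-type and 46.5 ± 8.9 in HMGN1-OE at 0 h, and at 69.7 ± 21.3 and 123.4 ± 13.3 at 96 h (mean over peaks, SD over 3 libraries). The repeat content of these peaks was not tested.

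At a log2 fold change over 1.2 and an unadjusted p under 0.05, 545 peaks were higher and 503 lower in HMGN1-OE at 0 h after TMM scaling, and 1220 and 317 as deposited. The counts were the same with an adjusted p under 0.05. The limits themselves are those the study's text gives, but the study names DESeq2 for differential peaks. Fold changes here were taken on log2(RPKM + 1), where the same limit is stricter for peaks with low values. These counts are therefore not comparable with those of the study.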
